# Transcriptional profiles of valvular interstitial cells cultured on tissue culture polystyrene, on 2D hydrogels, or within 3D hydrogels

**DOI:** 10.1016/j.dib.2015.11.017

**Published:** 2015-11-17

**Authors:** Kelly M. Mabry, Samuel Z. Payne, Kristi S. Anseth

## Abstract

Valvular interstitial cells (VICs) actively maintain and repair heart valve tissue; however, persistent activation of VICs to a myofibroblast phenotype can lead to aortic stenosis (Chen and Simmons, 2011) [1]. To better understand and quantify how microenvironmental cues influence VIC phenotype, we compared expression profiles of VICs cultured on/in poly(ethylene glycol) (PEG) gels to those cultured on tissue culture polystyrene (TCPS), as well as fresh isolates. Here, we present both the raw and processed microarray data from these culture conditions. Interpretation of this data can be found in a research article entitled “Microarray analyses to quantify advantages of 2D and 3D hydrogel culture systems in maintaining the native valvular interstitial cell phenotype” (Mabry et al., 2015) [2].

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Biomaterials*
Type of data	1. *Raw microarray data* 2. *Processed and annotated microarray data in spreadsheet*
How data was acquired	*Affymetrix PorcineGene 1.0ST microarray chips*
Data format	*Raw data in .CEL files and processed data in Excel spreadsheet*
Experimental factors	*Comparison of freshly isolated valvular interstitial cells (VICs) to VICs cultured on tissue culture polystyrene, 2D hydrogel substrates, or encapsulated within 3D hydrogel matrices.*
Experimental features	*Peptide-functionalized poly(ethylene glycol) hydrogels permit controlled presentation of mechanical and biochemical matrix cues to VICs and prevent the activation of VICs to the activated myofibroblast phenotype associated with valve disease. The transcriptional profile of VICs cultured in 2D and 3D hydrogel systems is compared to traditional culture on tissue culture polystyrene and to freshly isolated VICs.*
Data source location	*Samples collected in Boulder, CO, USA. Microarrays performed in Aurora, CO, USA.*
Data accessibility	*Data is available with this article.*

## Value of the data

• With access to this data, other researchers can further investigate how the dimensionality of the cell culture environment influences VIC phenotype and determine whether similar effects are observed in other cell types.
• Comparisons between the transcriptional profiles of VICs and other fibroblast populations could lead to insight into the fibroblast-to-myofibroblast transition and to the progression of and possible treatment of fibrotic diseases.
• For the future investigation of pathways of interest, researchers could determine if the relevant genes are expressed at similar levels when cells are cultured in one of these three culture platforms (TCPS, 2D hydrogel, 3D hydrogel) compared to the freshly isolated VICs.

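Gene expression was measured on 12 Affymetrix porcine gene arrays, 3 for each of 4 groups of VICs, the fibroblast-like cells of the valve leaflet. The groups were VICs on TCPS, on 2D hydrogels, within 3D hydrogels and freshly isolated. Cultured cells were collected 48 h after seeding or encapsulating, and the letters B, C and D name the arrays of each group. The authors' RMA values were used as deposited. RMA corrects background, quantile-normalizes and gives a log2 signal for each of 25470 probe sets; array medians lay between 5.32 and 5.41. Background calls were not used here, so a signal near or under the arrays' lower quartile (3.58 to 3.83) is not shown to be above background, and a fold against it is given as "at least". Groups were compared with limma in a single fit over all arrays, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. Of several probe sets of a gene, the brightest over all arrays stands for the gene. The 15 gene lists were fixed before the deposited data were examined, but the start of the authors' table, up to CHD2, had been seen. Each list was also tested with camera, a gene set test, at a preset correlation of 0.01 between genes. At that setting 48 of 90 list comparisons were called, and with the correlation estimated from the arrays 0 of 90 were (smallest adjusted p = 0.0781). The number of arrays limits the precision. All cultured VICs had first been expanded on TCPS in serum-rich medium, and seeding density differed between platforms.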

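Immediate early genes, which are transcribed soon after cells are stimulated, were lower on each platform than in freshly isolated VICs. All 13 measured of the 21 listed fell on TCPS, on 2D hydrogels and in 3D hydrogels, also when adjusted over the list alone (camera adjusted p = 4.36e-15, 2.94e-13 and 1.71e-13, and adjusted p = 0.0781 in each with an estimated correlation). FOS, a subunit of the transcription factor AP-1, had log2 differences of -5.89, -5.28 and -4.93 from freshly isolated VICs on TCPS, 2D and 3D hydrogels (standard error 0.158, limma adjusted p = 8.95e-12, 2.16e-11 and 5.23e-11). Cell cycle genes were higher on each platform, with 11 of 12 measured members higher and 1 lower, also when adjusted over the list alone (camera adjusted p = 4.28e-07, 4.55e-07 and 8.67e-07, and adjusted p = 0.203, 0.203 and 0.205 with an estimated correlation). TTK, a kinase of the mitotic checkpoint, was at least 11.7-fold higher on TCPS, at least 14.9-fold on 2D and at least 11.5-fold in 3D hydrogels.

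Of 10 measured genes of cholesterol synthesis, 8 were higher on TCPS (9 when adjusted over the list alone) and 7 on each hydrogel (7 when adjusted over the list alone), and none was lower. Their camera adjusted p-values were 2.54e-05, 0.000442 and 0.00267, and adjusted p = 0.269, 0.355 and 0.424 with an estimated correlation. Of 17 measured inflammatory genes, 14 were lower on TCPS (15 when adjusted over the list alone). On 2D hydrogels 9 were lower and 4 higher, and in 3D hydrogels 9 and 3, also when adjusted over the list alone. Their camera adjusted p-values were 6.52e-10, 0.0147 and 0.00345, and adjusted p = 0.126, 0.536 and 0.462 with an estimated correlation. Of 12 measured leukocyte markers, 11 were lower on TCPS, 9 on 2D hydrogels and 11 in 3D hydrogels, and 1 was higher on 2D hydrogels, also when adjusted over the list alone (camera adjusted p = 0.000167, 0.00459 and 2.13e-05, and adjusted p = 0.355, 0.479 and 0.308 with an estimated correlation). Endothelial markers were lower for 5, 5 and 7 of 12 in the same order, also when adjusted over the list alone, and none was higher. Camera called this list only in 3D hydrogels (adjusted p = 0.0583, 0.125 and 0.0138, and adjusted p = 0.472, 0.548 and 0.355 with an estimated correlation). Over all probe sets, the root mean square difference from the mean of the freshly isolated arrays was 0.790 ± 0.016 (log2; SD, n = 3) on TCPS, 0.816 ± 0.025 on 2D hydrogels and 0.818 ± 0.017 in 3D hydrogels. Exact two-sided permutation tests gave p = 0.3 for 2D against TCPS, p = 0.1 for 3D against TCPS and p = 1 for 2D against 3D, where 0.1 is the smallest p that 3 arrays against 3 allow.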

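Genes of the contractile apparatus were highest on TCPS. ACTA2, the smooth muscle actin that marks the myofibroblast, had a log2 signal of 12.98 ± 0.08 (SD, n = 3) on TCPS, 11.91 ± 0.36 on 2D hydrogels, 10.65 ± 0.23 in 3D hydrogels and 9.37 ± 0.40 in freshly isolated VICs. It was 2.09-fold lower on 2D hydrogels and 5.01-fold lower in 3D hydrogels than on TCPS, and 2.39-fold higher on 2D than in 3D hydrogels (limma adjusted p = 0.00553). Of 14 measured members of the contractile and myofibroblast list, 13 were higher on TCPS than in freshly isolated VICs and 13 were lower on each hydrogel than on TCPS, and none went the other way, also when adjusted over the list alone. Camera gave adjusted p = 6.02e-11 for TCPS against freshly isolated VICs (adjusted p = 0.119 with an estimated correlation). For 2D and 3D hydrogels against TCPS it gave 1.91e-14 and 2.82e-18 (adjusted p = 0.106 and 0.0781 with an estimated correlation). Against freshly isolated VICs, 10 members were higher and 1 lower on 2D hydrogels, and 7 were higher and 2 lower in 3D hydrogels (10 and 1, and 8 and 2, when adjusted over the list alone). For these camera gave adjusted p = 0.000442 and 0.0817 (adjusted p = 0.355 and 0.578 with an estimated correlation).

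**Figure D1:**
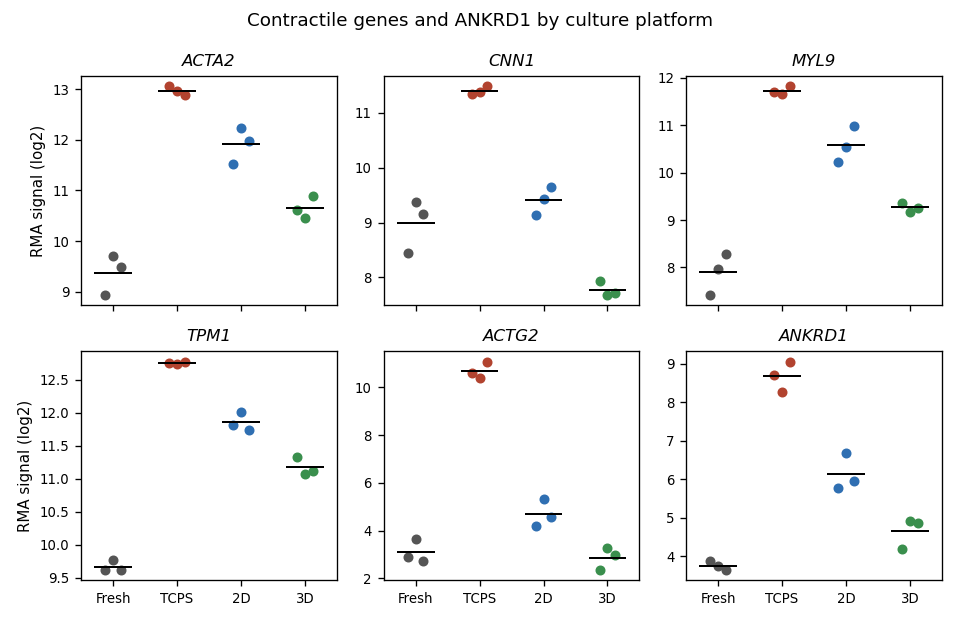
RMA signal (log2) of 5 contractile genes and of ANKRD1 on each array, by group; points are arrays and lines are group means. ACTA2 lies at 12.98 on TCPS, 11.91 on 2D hydrogels, 10.65 in 3D hydrogels and 9.37 in freshly isolated VICs.

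Genes of the TGF-beta and YAP list were mostly lower on hydrogels than on TCPS. YAP is a regulator sensitive to substrate stiffness, and the list also holds the TGF-beta ligands themselves. Of 14 measured, 10 were lower and 1 higher on 2D hydrogels, and 9 were lower and 2 higher in 3D hydrogels (10 and 1, and 10 and 2, when adjusted over the list alone; camera adjusted p = 3.75e-06 and 1.77e-06, and adjusted p = 0.119 in each with an estimated correlation). ANKRD1, a target of YAP, was 5.80-fold lower on 2D hydrogels and 16.2-fold lower in 3D hydrogels than on TCPS. Of 16 measured integrin and focal adhesion genes, 11 were lower and none higher on 2D hydrogels, and 10 were lower and 2 higher in 3D hydrogels (11 and none, and 10 and 4, when adjusted over the list alone; camera adjusted p = 1.77e-06 and 6.47e-05, and adjusted p = 0.119 and 0.126 with an estimated correlation). Extracellular matrix genes were lower for 16 of 26 measured on 2D hydrogels and 17 in 3D hydrogels, and higher for 2 on each (19 and 17 lower, 2 and 3 higher, when adjusted over the list alone; camera adjusted p = 1.99e-06 and 7.24e-08, and adjusted p = 0.126 and 0.119 with an estimated correlation). The paper states that peptide-functionalized hydrogels keep VICs from becoming the activated myofibroblasts seen in valve disease. Against freshly isolated VICs, 10 of 14 contractile genes were still higher on 2D hydrogels and 1 was lower. In 3D hydrogels 7 were higher and 2 lower. Mean ACTA2 signal was also higher on each hydrogel than in freshly isolated VICs. Matrix genes mostly went the other way, with 4 of 26 higher and 14 lower on 2D hydrogels, and 3 and 18 in 3D hydrogels. For these camera gave adjusted p = 0.0147 and 0.00125 (adjusted p = 0.41 and 0.269 with an estimated correlation). Of 14 TGF-beta and YAP genes, 4 were higher and 7 lower on 2D hydrogels, and 3 and 6 in 3D hydrogels. Camera did not call that list there (adjusted p = 0.404 and 0.133). All cultured VICs had been expanded on TCPS, so prevention of activation and its partial reversal cannot be told apart.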

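GABRP, a subunit of a GABA receptor, was at least 13.0-fold higher on 2D than in 3D hydrogels (limma adjusted p = 1.27e-06). Of 14 measured contractile genes, 7 were higher on 2D hydrogels and none lower (9 when adjusted over the list alone; camera adjusted p = 3.69e-13, and adjusted p = 0.119 with an estimated correlation). MYL9, a myosin light chain, was 2.50-fold higher. MMP12, the macrophage metalloelastase, was 6.49-fold higher on 2D hydrogels, and SLA-DRA, a class II antigen-presenting molecule, 4.35-fold higher. Leukocyte markers moved with them, with 1 of 12 higher (8 when adjusted over the list alone) and a median log2 difference of 0.72, or 0.45 without 3D array D (camera adjusted p = 1.29e-07, and adjusted p = 0.205 with an estimated correlation). That marker, CD53, had an adjusted p of 0.049, and the call ended without 2D array B, C or D, 3D array C or D, freshly isolated array C or D, or TCPS array B or D (adjusted p up to 0.211, without 2D array C).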

## 1 Data

The raw data files (.CEL) that were used in the analysis are available in Supplementary information, and the file names are identified in Table 1. Three biological replicates were performed using VICs from separate pools of porcine hearts. 

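Arrays of a group were similar to each other. The Pearson correlation between arrays, across probe sets, was 0.995 for each pair on TCPS, 0.989 to 0.992 on 2D hydrogels, 0.991 to 0.994 in 3D hydrogels and 0.983 to 0.991 for freshly isolated VICs. The median standard deviation of a probe set between arrays was 0.112 (log2) on TCPS, 0.152 on 2D hydrogels, 0.135 in 3D hydrogels and 0.190 for freshly isolated VICs.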

The processed data, which gives the expression levels for each probe set, is also included in Supplementary information (Supplementary Table 1).

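The copy of Supplementary Table 1 used here holds the first 1423 of its 25470 probe sets in alphabetical order. All 17076 expression values in this part lay within 0.0005 (log2) of the deposited values. The p-values of its 6 comparisons between groups all lay within 0.001 of those recomputed with an equal-variance 2-group test, which the paper does not name, from the 3 arrays per group.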

## 2 Experimental design, materials and methods

VICs were isolated from aortic valve leaflets of fresh porcine hearts (Hormel) using a previously described protocol [2], [3] A fraction of these freshly isolated cells were immediately flash-frozen in TriReagent (Sigma-Aldrich) to serve as the freshly isolated VIC control. The remaining cells were re-suspended in growth media composed of Media 199 (Life Technologies) supplemented with 15% fetal bovine serum (FBS, Life Technologies), 1% penicillin–streptomycin and 0.5 μg/mL fungizone. These VICs were grown to ~80% confluency on TCPS prior to use in experimental conditions.

Hydrogels were formed via a photoinitiated thiol-ene reaction that has been described previously [4], [5] 5 wt% 8-arm PEG-norbornene was crosslinked with a dithiol-containing, matrix metalloprotease (MMP)-degradable peptide KCGPQG↓IWGQCK (American Peptide Company, Inc.) in the presence of 2 mM CRGDS adhesive peptide (American Peptide Company, Inc.) at a ratio of 0.55 thiols per norbornene. The photoinitiator lithium phenyl-2,4,6-trimethylbenzoylphosphinate (LAP) was employed at a concentration of 1.7 mM. Polymerization was performed in phosphate buffered saline (PBS, Life Technologies). VICs secrete the MMPs to which the crosslinking peptide sequence is susceptible [1], which permits local degradation of the matrix. 

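MMP9, a gelatinase, was the MMP gene with the largest measured rise in culture. Genes near background in freshly isolated VICs, such as MMP1, may have risen by more than was measured. MMP9 was 37.0-fold higher on 2D hydrogels than in freshly isolated VICs (log2 difference 5.21, standard error 0.23, limma adjusted p = 5.18e-10), with log2 differences of 4.60 on TCPS and 4.35 in 3D hydrogels. MMP1, an interstitial collagenase, had a log2 signal of 6.36 ± 0.21 (SD, n = 3) in 3D hydrogels, 5.71 ± 0.78 on 2D hydrogels, 4.08 ± 0.13 on TCPS and 3.78 ± 0.43 in freshly isolated VICs. It was at least 4.89-fold and at least 3.10-fold higher in 3D and on 2D hydrogels than on TCPS. MMP3, the protease stromelysin, had a log2 signal of 5.01 in 3D hydrogels, 5.07 on 2D hydrogels and 3.22 on TCPS. TIMP3, an inhibitor of MMPs bound to the matrix, was lower than in freshly isolated VICs by a log2 difference of -2.30 in 3D hydrogels and -2.67 on 2D hydrogels. Of 17 measured MMP and TIMP genes, 5 were higher and 1 lower than on TCPS on each hydrogel (8 and 1 on 2D, and 5 and 1 in 3D hydrogels, when adjusted over the list alone). Camera called the list on neither hydrogel against TCPS (adjusted p = 0.0914 on 2D and 0.303 in 3D hydrogels). Against freshly isolated VICs, 4 were higher and 3 lower on TCPS, 7 and 2 on 2D hydrogels, and 6 and 2 in 3D hydrogels (4 and 3, 7 and 2, and 7 and 2 when adjusted over the list alone). Camera did not call the list there either (adjusted p = 0.916, 0.265 and 0.303).

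**Figure D2:**
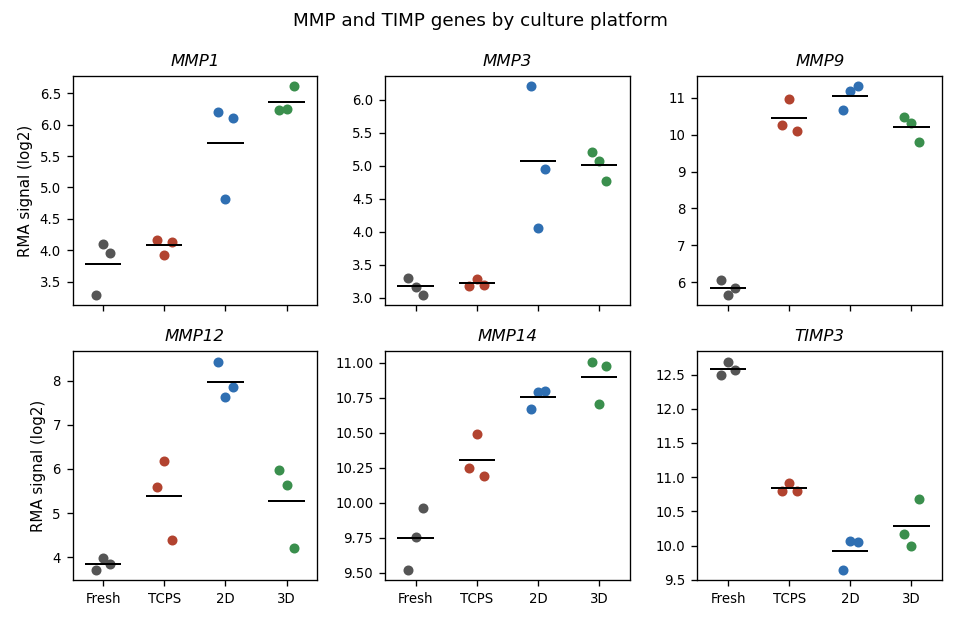
RMA signal (log2) of 5 MMP genes and TIMP3 on each array, by group; points are arrays and lines are group means. MMP1 lies at 6.36 in 3D hydrogels, 5.71 on 2D hydrogels and 4.08 on TCPS.

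The arrays measured RNA, so they give no secreted amount or activity.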

Non-stoichiometric ratios of the thiol and –ene functionalities were used to control the final crosslinking density, and ultimately, the gel connectivity and shear modulus to permit cell spreading in cell-laden hydrogels within 48 h.

2D hydrogels were fabricated on glass coverslips that had been thiolated by vapor deposition of 3-(mercaptopropyl) trimethoxysilane in an 80 °C oven to enable covalent attachment of the gels to the coverslips. First, the monomer solution was pipetted onto a SigmaCote (Sigma-Aldrich) treated glass slide and covered with a thiolated coverslip such that the final gel thickness was ~100 μm. VICs were then seeded on 2D hydrogels at 25,000 cells/cm^2^. For 3D hydrogels, 10 million cells/mL were suspended in the monomer solution, and 29 μL of the cell-monomer solution were added to a mold (5 mm diameter) placed on a SigmaCote treated glass slide. All hydrogels were polymerized by exposure to UV light (~2 mW/cm^2^ at 365 nm) for 3 min VICs were seeded on TCPS at a cell density of 12,500 cells/cm^2^. Experiments were performed in low-serum (1% FBS) media supplemented with 1% penicillin–streptomycin (Life Technologies) and 0.5 μg/mL fungizone (Life Technologies) in a 37 °C incubator with 5% CO_2_. The Young׳s modulus of the swollen hydrogels was determined to be 390 Pa by performing frequency and strain sweeps using a DHR3 rheometer (TA Instruments) with a parallel plate geometer.

RNA was isolated from VICs 48 h after seeding or encapsulating using TriReagent (Sigma-Aldrich) according to the manufacturer׳s instructions. Two sequential extractions with 1-bromo-3-chloropropane (Sigma-Aldrich) were followed by precipitation with 2-propanol (Sigma-Aldrich). RNA pellets were washed twice with 75% ethanol (Sigma-Aldrich) and re-suspended in water. A Nanodrop ND-1000 Spectrophotometer was used to assess RNA concentration and quality. Only samples with a concentration greater than 100 ng/μL, 260/280≥1.8, and 260/230≥1.8 were used in the microarray experiments. RNA quality assessment and microarrays were performed by the Genomics and Microarray Core and University of Colorado at Denver. RNA integrity numbers were determined using a TapeStation 2200 (Agilent) and a cutoff RIN of 7 was implemented. Samples were hybridized to Affymetrix Porcine Gene 1.0 ST arrays. Data was processed using Expression Console (Affymetrix) for gene-level normalization, probe set summarization and quality control. Then, Transcriptome Analysis Console (Affymetrix) was used to evaluate differential gene expression.

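More probe sets were called between any culture and freshly isolated VICs than between platforms. Freshly isolated VICs also lacked the expansion on TCPS, so these calls are not due to the platforms alone. Against freshly isolated VICs, limma called 9265 of 25470 probe sets on TCPS (5077 higher and 4188 lower), 11170 on 2D hydrogels (5734 and 5436) and 10549 in 3D hydrogels (5632 and 4917). Against TCPS it called 4700 on 2D hydrogels (2634 and 2066) and 5078 in 3D hydrogels (2784 and 2294), and 383 were called between 2D and 3D hydrogels (255 higher and 128 lower on 2D). ACTG2, a smooth muscle actin, was at least 193.5-fold higher on TCPS than in freshly isolated VICs, and 64.3-fold lower on 2D hydrogels and at least 227.5-fold lower in 3D hydrogels than on TCPS. Inflammatory genes were higher on the hydrogels than on TCPS, with 13 of 17 higher and 1 lower on 2D hydrogels and 12 higher and none lower in 3D hydrogels (14 and 1, and 12 and none, when adjusted over the list alone; camera adjusted p = 6.64e-10 and 1.01e-06, and adjusted p = 0.126 and 0.21 with an estimated correlation). The 2-group test that matches the authors' table, with Benjamini-Hochberg adjustment, called 0 probe sets between 2D and 3D hydrogels, and 2569 at an unadjusted p under 0.05. The count of 383 was 201 without 2D array C, 132 without 3D array C and 239 without 3D array D, and the count of 4700 was 2945 without TCPS array D.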

## Figures and Tables

**Table 1:** Naming of .CEL files.

Sample ID	Condition
2DB	Seeded on 2D hydrogel substrate
2DC
2DD
3DB	Encapsulated within 3D hydrogel
3DC
3DD
TCPSB	Seeded on TCPS
TCPSC
TCPSD
FB	Freshly isolated
FC
FD

## Footnotes

Appendix A Supplementary data associated with this article can be found in the online version at doi:10.1016/j.dib.2015.11.017.

How the deposited data were processed for this re-analysis (not part of the article)

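The authors processed the scans with RMA in Expression Console, and the deposited values are their log2 signals, corrected for background, quantile-normalized and summarized for each of 25470 probe sets; no version is given in the sources used here. They were used without further normalization, all columns included.

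Of the probe sets, 13157 carry 1 gene symbol in the array annotation, 523 several and 11790 none. The gene ID was found in the RefSeq table of Sscrofa11.1 for 12841, which was used for names only and updated 7 symbols. Symbols numbered 12217, of which 881 had several probe sets, and the probe set with the highest mean over all arrays was used for each.

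Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), with 4 group means in 1 fit over all arrays and Benjamini-Hochberg adjustment over the probe sets of each of 6 comparisons. The threshold was an adjusted p of 0.05. The 15 gene lists cover contractile and myofibroblast, extracellular matrix, MMP and TIMP, integrin and focal adhesion, TGF-beta and YAP target, cell cycle, cholesterol synthesis, hypoxia and glycolysis, immediate early, inflammatory, osteogenic and chondrogenic, valve mesenchyme, endothelial, leukocyte and cardiomyocyte genes. Members were counted with adjustment over all probe sets and over the list alone. Camera was adjusted over 90 list comparisons. For each list, the number of the 6 comparisons called by camera was followed across alternatives, and medians were followed separately.

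Named genes were, in each comparison, the 8 with the largest rise and the 8 with the largest fall among called probe sets with 1 symbol whose groups of arrays did not overlap, up to 4 called members of each list, ACTA2, and every measured MMP and TIMP. The start of the authors' table, up to CHD2, was seen before this rule and the gene lists were fixed. Detoxification and heat shock lists were added later and appear only in the closing section.

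The limma step was tested on simulated data with 200 of 25470 probe sets changed. Over the 6 comparisons it recovered 80% to 90% of changes of 1 (log2) and 16% to 28% of changes of 0.5. Of its calls, 1.91% to 8.02% were false, over 5% in 4 comparisons. The simulated noise was normal, independent between probe sets and of the same spread in all groups. On the real arrays the median standard deviation ran from 0.112 on TCPS to 0.190 for freshly isolated VICs, and far more probe sets were called. The simulated rates therefore need not hold for the real comparisons.

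Alternatives were a replicate block, 2 groups only, the 2-group test that matches the authors' table, a filter leaving out the dimmest 33.3% of probe sets, median centring, cyclic loess, array weights, no trend, 1 probe set per gene symbol, other probe sets of a gene, and leaving out each array. A difference that was not called, and changed sign where it was also not called, was counted as moved and not as reversed.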

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

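The tests of detoxification genes, of mixed RNA, of cyclic loess and of leukocyte genes were chosen only after the results were seen. The heat shock test was set after the immediate early result but before values of heat shock genes were looked at.

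Some probe sets moved in opposite directions from freshly isolated VICs on different platforms, with the difference between platforms called by limma as well. On 2D hydrogels 58 were higher and on TCPS lower, and 122 were lower on 2D hydrogels and higher on TCPS. For 3D hydrogels against TCPS the counts were 70 and 186.

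Genes of detoxification and the antioxidant response were higher on both hydrogels than on TCPS. The paper does not discuss these genes, but it presents data and refers their interpretation to a separate research article. The list was put together after AKR1C1, CYP1A1 and UGT1A6 had drawn attention: values of 39 candidates were looked at and 34 kept, so its counts are not independent evidence. Of 23 measured, 13 were higher on 2D hydrogels and 18 in 3D hydrogels, with median log2 differences of 0.64 and 0.742 (0.68 and 0.73 over all candidates). AKR1C1 rests on 1 probe set, since its other probe sets were not called, and on 2D array C it had a log2 signal of 5.28, against 8.38 and 8.16 on 2D arrays B and D. CYP1A1 was low there (5.81, against 8.82 and 9.33) and on TCPS array C (4.42, against 6.50 and 6.65), but not on 3D array C (9.02). RNA of another group mixed into 2D array C would need a share of 89.8% from TCPS or 89.6% from freshly isolated VICs to explain AKR1C1, but the 20 genes highest in each over 2D arrays B and D allow medians of 9.39% and 3.5%, and 3D hydrogels are high in AKR1C1. This argues against mixing between the groups. An effect of the replicate was not tested. Without 2D array C the 2D median was 0.74.

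Radicals from light and photoinitiator acting on cells in the gel would spare VICs seeded on finished 2D hydrogels. The 2D median of 0.64 was near the 0.742 of 3D hydrogels, so these genes also rose in VICs seeded after polymerization. The list and the bounds of this comparison were chosen with the values known. The likeness of the medians therefore does not decide whether radicals acted in 3D hydrogels. UGT1A6 and GCLC were higher in 3D than on 2D hydrogels (1.90-fold and 1.73-fold). The list's median for 2D against 3D was -0.135 (camera p = 0.0791 with an estimated correlation), so radicals stay open for this further rise as well. After cyclic loess the 3D median was 0.66, so the rise held under a further scaling. This scaling started from the authors' normalized values, so it cannot test their normalization. Gel residues, stiffness, the peptide and seeding density were not tested.

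Immediate early genes were higher in freshly isolated VICs than in each culture. If stress of tissue digestion were the cause, heat shock genes would be higher there too. They were: 10, 11 and 10 of 14 measured were lower on TCPS, 2D and 3D hydrogels, and the median nearest 0 was -0.678. Camera gave p = 1.74e-05, 7.56e-06 and 8.56e-06, not adjusted over lists (0.0963, 0.0852 and 0.0868 with an estimated correlation). HSPH1, a chaperone, was 7.16-fold lower on TCPS. HSPE1 went the other way on 2D and 3D hydrogels (0.50 and 0.43, log2). The fall of most heat shock genes would go with digestion stress but does not separate it from a state of the living valve, which has no sample here. Heat shock genes also differed between cultures, with 7 of 14 lower and 3 higher on 2D hydrogels than on TCPS. After cyclic loess the median nearest 0 of the immediate early list was -3.54, so the fall held under a further scaling. This scaling started from the authors' normalized values, so it cannot test their normalization.

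Leukocyte markers were lower in each culture than in freshly isolated VICs. Loss of leukocytes carried over in the isolate was to give at least 9 of 12 markers lower in each culture and none higher. At least 9 were lower, but CD14 was higher on 2D hydrogels by 0.39 (log2), so loss of these cells and a change within cells cannot be told apart. A looser rule without the last condition would have been met; it was written after the counts were known, applied for a time and withdrawn. For 3D hydrogels against TCPS, an equally smaller share of all leukocytes was to lower the markers alike. Among the 8 above a log2 signal of 6 on TCPS they did not fall alike. The gap from CD14 (0.55) to C1QB (-2.19) was 2.74 (2.38 without CD14). Its bounds were set with the values known, and loss of only some leukocyte types could also lower the markers unequally. The gap therefore does not decide whether the leukocyte share was smaller.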

How the results depend on the processing

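The splits of the arrays and the test of distances within letters were chosen after results were seen, and the other alternatives here before the data were examined. Of 132 alternative counts of calls, 114 lay within 1.5 times the reported count. With 1 probe set per gene symbol, fewer probe sets were tested (12217), and the counts were 5292, 6164 and 5979 for TCPS, 2D and 3D hydrogels against freshly isolated VICs, and 2853 and 2988 for 2D and 3D hydrogels against TCPS. The 2-group test that matches the authors' table called 7543 and 8159 for these last comparisons and 2569 between 2D and 3D hydrogels unadjusted. After adjustment it called 6508 and 6916 for 2D and 3D hydrogels against freshly isolated VICs, 2610 for 2D against TCPS and 0 between 2D and 3D hydrogels. Array weights gave 7064 for 2D against TCPS and 604 between 2D and 3D hydrogels. Leaving out 1 array gave 2945 to 5711 for 2D against TCPS (2945 without TCPS array D) and 132 to 556 between 2D and 3D hydrogels (201 without 2D array C, 132 without 3D array C, 239 without 3D array D). Except for the smaller tests, the cause was not tested.

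With an estimated correlation, camera called 0 comparisons of each list it had called: contractile, extracellular matrix, integrin, TGF-beta and YAP, cell cycle, cholesterol, hypoxia, immediate early, inflammatory, osteogenic, endothelial, leukocyte and cardiomyocyte. Hypoxia and glycolysis, called in 2 comparisons, was called in 1 after median centring and 0 after cyclic loess, and in 0 to 4 with 1 array left out (0 without freshly isolated array B, 1 without freshly isolated array D or 3D array C, 4 without 3D array D). With 1 array left out, calls numbered 3 to 5 for cholesterol synthesis (3 without 3D array D), 2 to 5 for osteogenic genes (2 without 2D array C, 3D array D, or TCPS array B or C), 1 to 4 for endothelial markers (1 without 2D array D, 4 without freshly isolated array C) and 0 to 1 for MMPs and TIMPs (1 without 2D array C or TCPS array C). The cause was not tested. Adjusted over the list alone, called members between 2D and 3D hydrogels numbered 5 of extracellular matrix, 2 of MMPs and TIMPs, 4 of integrin, 1 of cell cycle, 1 of immediate early, 9 of inflammatory, 4 of osteogenic and 8 of leukocyte genes. For 2D against TCPS they numbered 10 of immediate early genes, and for 3D against TCPS 1 of cell cycle genes. Fewer genes were adjusted for.

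Among named genes 6714 values kept direction and call, 191 lost the call and 39 gained it. Other probe sets gave -0.30 for ACTC1 and -2.89 for NFATC1 in 3D hydrogels against freshly isolated VICs, and -0.02035 for NFATC1 against TCPS. Cyclic loess gave -0.39 for TIMP2 in 3D hydrogels against freshly isolated VICs. The cause was not tested. The ratio of distances, 3D over TCPS, moved from 1.034 to 1.059 with 1 minus Pearson correlation.

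The paper does not say whether a letter marks a pool of hearts, and the data do not settle it: 4 of 18 correlations between same-letter deviations were over 0.1 (-0.109 to 0.372), and 16 of 36 comparisons of an array with another group were highest for its own letter. Within letters, 2D and 3D hydrogels each lay farther than TCPS from freshly isolated VICs in 3 of 3 (exact p = 0.25, the smallest possible). A replicate block gave 9336, 11133 and 10612 calls against freshly isolated VICs, 4863 and 5234 against TCPS, and 491 between 2D and 3D hydrogels. Splitting the 6 arrays of each comparison in all 10 ways, 1 split, the real one, gave the most calls. The highest other count was 5 for 2D hydrogels against freshly isolated VICs, 1 for 2D against 3D hydrogels and 0 for the rest. Every other split mixes arrays of the compared groups under a label, so a real difference between them adds to the spread there. The low other counts therefore do not measure calls made by chance, and 10 splits are too few for a share under 0.05.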

Differences from the paper's values

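For 9 genes the paper's table gives a fold between 2D and 3D hydrogels that could be set beside the difference of group means, and 1 differed. For CDC20, a regulator of mitosis, the paper's value is 0.880 (log2) and the value here is 0.621, against a replicate SD of 0.254. The values were within that spread after median centring (0.633), without 2D array C (0.734) and without 3D array B (0.767). They differed with cyclic loess (0.615) and without each of the other 2D and 3D arrays. The replicate block and leaving out a TCPS or freshly isolated array cannot change this difference of means (0.621). The paper's folds come from bi-weight averages, a different statistic. The largest gap was in ANKRD1 (paper 1.014, here 1.478), within its SD of 0.479 but beyond it with cyclic loess (1.503) and without 2D array B or D or 3D array C or D (1.571 to 1.658).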

Other observations

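Genes of hypoxia and glycolysis were mostly higher in culture: of 17 measured, 9 were higher and 2 lower on TCPS, 10 and 2 on 2D hydrogels, and 10 and 5 in 3D hydrogels than in freshly isolated VICs (9 and 5, 10 and 2, and 10 and 5 when adjusted over the list alone). For this list camera gave adjusted p = 0.0584, 0.0321 and 0.0412 (0.578, 0.578 and 0.549 with an estimated correlation). Osteogenic and chondrogenic genes were lower for 5, 8 and 7 of 13 and higher for 2, 1 and 1 in the same order, also when adjusted over the list alone. Their camera adjusted p-values were 0.061, 0.00583 and 0.0125 (0.253, 0.119 and 0.126 with an estimated correlation). Against TCPS, 4 osteogenic and chondrogenic genes were lower and 3 higher on 2D hydrogels, and 4 lower and 2 higher in 3D hydrogels. When adjusted over the list alone these were 5 and 3, and 6 and 2. There camera gave adjusted p = 0.0412 and 0.0453 (0.21 in each with an estimated correlation).

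Of 12 measured valve mesenchyme genes, 4 were higher and 6 lower on TCPS, 4 and 7 on 2D hydrogels, and 5 and 5 in 3D hydrogels (4 and 6, 5 and 7, and 5 and 6 when adjusted over the list alone). Camera called none of these comparisons (adjusted p = 0.269, 0.278 and 0.278). Of 10 cardiomyocyte markers, 3 were higher on TCPS than in freshly isolated VICs, also when adjusted over the list alone. On each hydrogel 1 was higher and 1 lower, also when adjusted over the list alone. Camera called the cardiomyocyte list in none of these (adjusted p = 0.278, 0.487 and 0.663 for TCPS, 2D and 3D hydrogels). Against TCPS, 4 of the 10 were lower and none higher on each hydrogel, also when adjusted over the list alone. There camera gave adjusted p = 0.00138 on 2D and 0.00671 in 3D hydrogels (0.106 and 0.119 with an estimated correlation).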
